A study of Drosophila melanogaster with 34 samples. Its data were reported in "Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in Drosophila" (2023).

How the data were processed

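ChIP-seq of Drosophila melanogaster brains and imaginal discs from larvae, and of S2 cells, was represented in the series by 34 samples. Peak lists of 5 groups, with 2 samples each, were analysed here: Crol in WT and in crol-KO brains and discs and in S2 cells, all with the antibody named CrolN, and Cg in WT and in crol-KO brains and discs. The other 24 samples, which include input DNA, Ph, E(z), H3K27me3, a further Crol antibody and a first set of Crol libraries, were not analysed here. Samples were put in groups by their titles. For the S2 samples the title was followed although the tissue label differs.

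As the study's methods describe, the authors trimmed reads with Trim Galore, aligned them to dm3 with Bowtie, removed PCR duplicates with samtools, pooled the reads of replicates, and called narrow peaks with MACS at a q-value of 0.05, without a fragment model and with reads extended to 300 bp. Each deposited list gives the position of a peak, its summit, the authors' score, which is 10 times the −log10 q cut to a whole number, the authors' fold enrichment, which is the ratio of the pileup at the summit to the local background, and the authors' −log10 p-value and −log10 q-value at the summit. Since peaks were called on pooled reads, replicates of a group could not be compared. Some peak numbers were skipped in the lists, 332 for Crol in WT, 335 for Crol in crol-KO, 357 for Cg in WT, 350 for Cg in crol-KO and 342 for Crol in S2 cells, and those peaks were not analysed here.

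Fold enrichments depend on depth and background and were used only within a list. The main analysis was limited to peaks on X, 2L, 2R, 3L, 3R and 4. A peak counted as shared when it overlapped a peak of the second list by at least 1 bp. The share was computed over the peaks of the first list, with an exact Clopper-Pearson 95% interval. The share that position along the chromosome gives without any relation between the lists came from 1000 circular shifts of the second list along each arm. Because each group had 1 list, no test between genotypes or tissues was made and no p-value is given. Intervals treat peaks as independent, which neighbouring peaks are not.

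Cg loss at sites of Crol loss, and Crol retention at peaks found in S2 cells, were compared with 10000 random sets of other peaks of the same list with the same numbers per decile of fold enrichment, for both proteins in the first case and for Crol in the second. The position of the observed share among these sets describes these lists and is not a test across replicates. Named peaks were the peak with the highest fold enrichment in each list, the 3 strongest of each list with no peak of the compared list within 1000 bp, and the longest run of neighbouring WT Crol peaks with no crol-KO Crol peak within that distance. This rule, the 10 overlaps between lists, the peak numbers, both matched comparisons and all alternatives but the restriction to the strongest 30% were fixed before the data were examined. The shares by strength, the matched comparison from crol-KO to WT, the overlap of peaks missing in either genotype with other lists, the ratio of summit pileups by chromosome, with an interval from 1000 bootstrap draws of peaks, and the simulation of a shared control were added afterwards.

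The depth was recovered from the values of each peak. MACS writes fold enrichment as (pileup + 1) over (background + 1) and takes the p-value from a Poisson distribution, so the pileup, a whole number, and the background could be solved for. A whole-number pileup was found for 100% of Cg peaks in WT, for at least 99.9% of peaks in the other lists from brains and discs, and for 97.6% of S2 peaks. The lowest background in a list is the genome-wide one, which gives the number of reads for reads of 300 bp and the 120 Mb genome of the preset. The spacing of the backgrounds gives the size of the control relative to the treatment, but only up to a factor of 2. It was therefore used for comparisons between controls. The simulation of a shared control also used it, once as recovered and once with the control reads halved. The control implied by the WT Crol list and by the WT Cg list differed by a relative 3.58e-07, and that of the crol-KO lists by 3.05e-07, while the crol-KO control was 1.01 times the WT control. The methods do not say that the input was used as control for peak calling, so the shared control is an inference from these values.

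The functions were tested on data with known answers. From the 10139 actual WT Crol peaks, 80.0% were copied with slightly moved ends, and 80.0% were found, which checks the code only. Loss was simulated over the same 10139 peaks, matched on the decile of fold enrichment of 1 protein. With no true excess the matched difference was -0.936 points, where the unmatched one was 7.29, and with a true excess of 30 points it was 31.7. Overlaps between Crol and Cg lists were not part of this simulation. On 2000 simulated peaks made with 4 M reads, 4 M were recovered. The recovered control ratio, taken from 300 simulated values, was off by the factor of 2 named above. The effect of a shared control on joint loss was simulated 50 times per setting at 7783 sites, by drawing pileups and control reads from Poisson distributions around the recovered values.

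The alternatives were peaks within 1000 bp of each other as shared, an overlap of at least 50% of both peaks, only peaks with a q-value of at most 1e-05 in every list, the 5000 peaks with the highest fold enrichment in every list, all sequences including heterochromatic ones, matching on −log10 q, and no matching. The share for the strongest 30% of peaks was added after the data were seen. Runs of G or C at Crol summits, planned in case the genome of the authors' build was at hand, were not analysed here, and gene annotation was not used because the gene table at hand belongs to a later assembly than dm3. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.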

Results

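ChIP-seq for the zinc finger protein Crooked legs (Crol) and for Combgap (Cg), a protein that helps to recruit Polycomb group complexes to DNA, was represented by 5 peak lists. The lists covered Crol in brains and imaginal discs of wild-type (WT) larvae, Crol in the same tissues of larvae labelled as crol knockout (crol-KO), Cg in both of these genotypes, and Crol in S2 cells, a cultured Drosophila cell line of embryonic origin. Each list came from 2 replicate libraries whose reads the authors had pooled before calling peaks, so every group gave 1 list and no comparison between genotypes or tissues had a replicate check. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. The other 24 samples of the series, among them the libraries for Ph, E(z) and H3K27me3, were not analysed here.

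On the chromosome arms X, 2L, 2R, 3L, 3R and 4 of the dm3 assembly, the Crol lists held 10139 peaks in WT and 9883 in crol-KO brains and discs. The Cg lists held 8938 peaks in WT and 9299 in crol-KO. The Crol list of S2 cells held 9593 peaks. The peaks covered 6.49 Mb for Crol in WT, 6.58 Mb for Crol in crol-KO, 5.47 Mb for Cg in WT, 6.06 Mb for Cg in crol-KO and 7.86 Mb for Crol in S2 cells. The median peak width was 523 bp for Crol in WT and 547 bp in crol-KO, 512 bp for Cg in WT and 538 bp in crol-KO, and 619 bp for Crol in S2 cells. The fold enrichment of each peak is the authors' own value and served only to describe, rank and match peaks within a list. Its median was 3.39 in the WT Crol list, 3.59 in the crol-KO Crol list, 3.64 in the WT Cg list, 3.93 in the crol-KO Cg list and 4.63 in the S2 list.

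The lists do not state their depth, and it was worked out from the fold enrichment and p-value of each peak. The reads behind the calls came to about 4.24 M for Crol in WT, 4.89 M for Crol in crol-KO, 3.42 M for Cg in WT, 3.57 M for Cg in crol-KO and 5.77 M for Crol in S2 cells. The median pileup at the summit was 62 reads for Crol in WT, 74 for Crol in crol-KO, 56 for Cg in WT, 59 for Cg in crol-KO and 100 for Crol in S2 cells. The crol-KO list therefore rested on more reads than the WT list for both proteins, by a factor of 1.15 for Crol and 1.04 for Cg.

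The first comparison asked which Crol sites were lost when crol was knocked out. Of the 10139 WT Crol peaks, 8250 overlapped a crol-KO Crol peak by at least 1 bp, which is 81.4% (95% interval 80.6 to 82.1), and 1889 did not. Circular shifts of the crol-KO list along each arm gave a mean of 10.4%. In the opposite direction, 82.3% (81.5 to 83.0) of the 9883 crol-KO Crol peaks overlapped a WT peak, against 10.6% after shifting, and 1752 did not. The list of Crol peaks in the libraries labelled crol-KO was thus nearly as long as the WT list and shared most of its positions. A peak list does not measure the amount of Crol protein or of crol RNA, so these shares do not check the genotype labels. The study checked the deletion by PCR and reported less Crol protein in crol-KO on a Western blot, where faint bands remained. It proposes that Crol supplied by the mother stays bound at part of its sites, so crol-KO need not mean a full absence of Crol. Among the alternatives tried, the share of WT Crol peaks kept moved most when only the 30% with the highest fold enrichment were counted, to 95.6%, a setting chosen after the data were seen.

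For Cg, 7995 of the 8938 WT peaks overlapped a crol-KO Cg peak, which is 89.4% (88.8 to 90.1), and 943 did not. The shifted share was 9.50%. Of the 9299 crol-KO Cg peaks, 84.4% (83.6 to 85.1) overlapped a WT Cg peak, against 9.10% after shifting, and 1455 did not. The share of peaks kept from WT to crol-KO was higher for Cg than for Crol, and the intervals did not overlap.

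**Figure D1:**
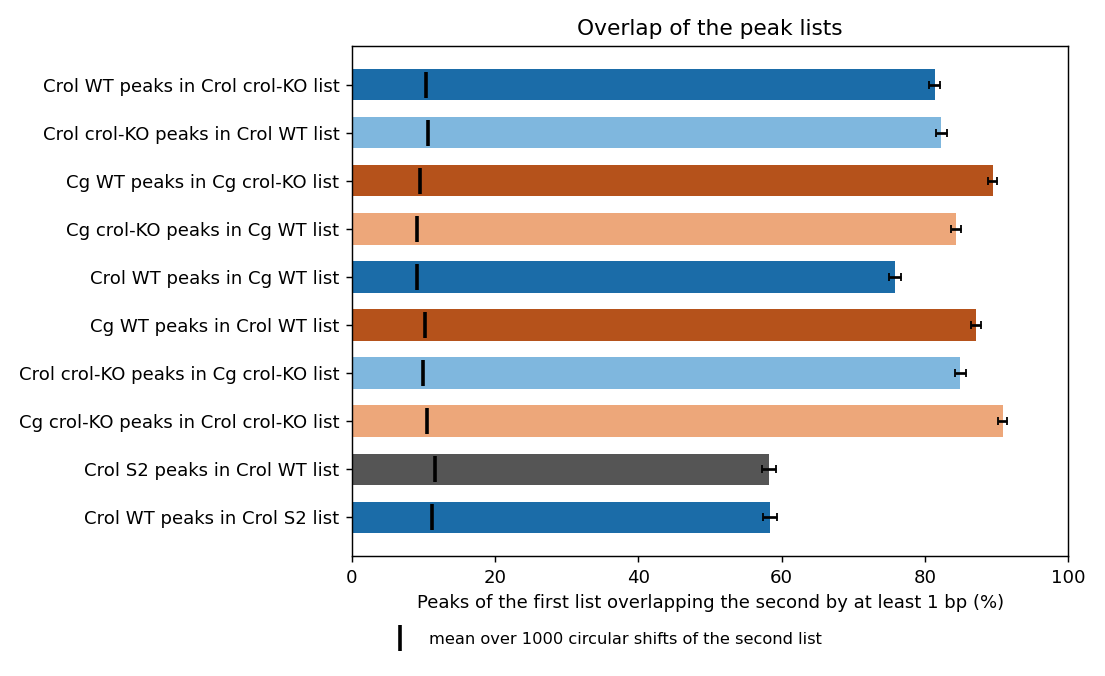
Share of peaks in each list that overlapped another list by at least 1 bp (horizontal axis, percent; bars with exact 95% intervals), with vertical marks for the mean over 1000 circular shifts of the second list. The shares run from 58.2% for S2 Crol peaks in the WT list to 90.8% for crol-KO Cg peaks in the crol-KO Crol list, and the shifted means lie between 9.02% and 11.6%.

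Peaks missing from the second list were the weaker ones. WT Crol peaks without a crol-KO overlap had a median fold enrichment of 2.71, against 3.62 for those with one. The corresponding medians were 2.61 and 3.93 for crol-KO Crol peaks in WT, 2.62 and 3.82 for WT Cg peaks in crol-KO, and 2.76 and 4.23 for crol-KO Cg peaks in WT. When WT Crol peaks were divided into deciles by fold enrichment, 59.8% (56.7 to 62.8) of the lowest decile and 98.1% (97.1 to 98.9) of the highest decile were present in crol-KO. Crol-KO Crol peaks went from 53.9% to 99.9% in WT, WT Cg peaks from 62.6% to 99.8% in crol-KO, and crol-KO Cg peaks from 51.2% to 99.7% in WT.

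**Figure D2:**
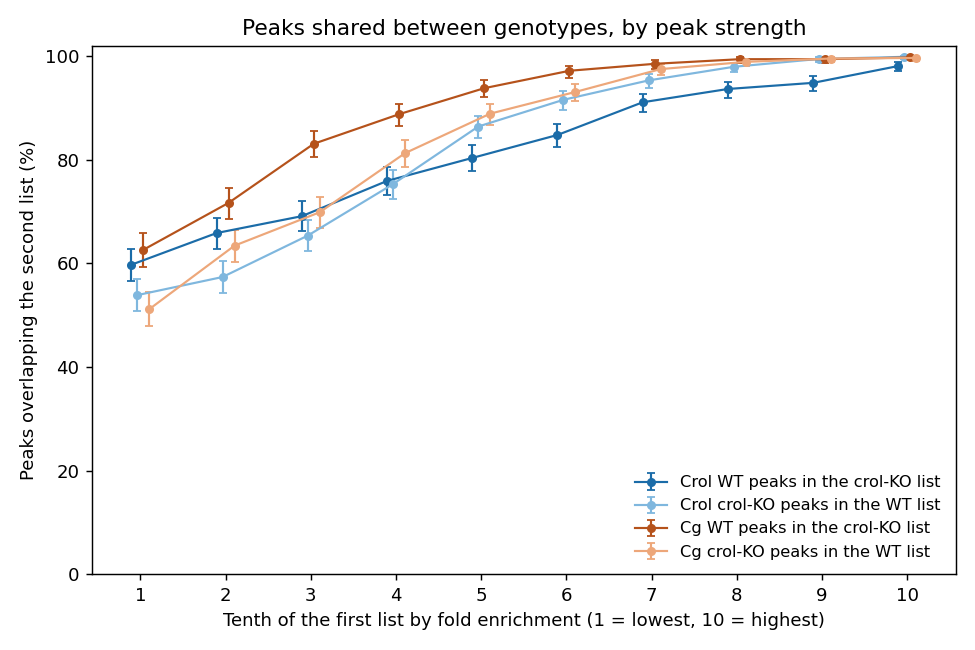
Share of peaks overlapping the list of the other genotype (vertical axis, percent, with exact 95% intervals) by decile of the first list ranked by fold enrichment (horizontal axis), for Crol and Cg in both directions. In the ninth decile the WT Crol peaks were at 94.9%, whereas the other 3 sets lay between 99.4% and 99.6%.

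In the strongest 30% of each list, chosen after the shares by decile had been seen, 135 of 3041 WT Crol peaks had no crol-KO overlap, which is 4.44% (3.73 to 5.23). In the opposite direction 26 of 2964 crol-KO Crol peaks had no WT overlap, which is 0.877% (0.574 to 1.28). For Cg, 12 of 2681 strong WT peaks were missing in crol-KO, which is 0.448% (0.231 to 0.781), and 17 of 2789 strong crol-KO peaks were missing in WT, which is 0.610% (0.355 to 0.974). The share of strong WT Crol peaks missing lay above these 3 other shares with no overlap of the intervals. In the weakest 30% the order differed: 35.1% (33.4 to 36.8) of WT Crol peaks and 41.1% (39.3 to 42.9) of crol-KO Crol peaks had no overlap, against 27.5% (25.8 to 29.2) of WT Cg peaks and 38.5% (36.7 to 40.3) of crol-KO Cg peaks.

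Positions are given on dm3 as in the lists, counted from 1, and no gene annotation of that build was used here. The peak with the highest fold enrichment was at the same place on X in all 4 lists from brains and discs. In the WT Crol list it spanned 10234005 to 10234548, with a fold enrichment of 18.2, and it overlapped a peak in S2 cells too. The fold enrichment there was 19.1 in the crol-KO Crol list, 20.1 in the WT Cg list and 21.7 in the crol-KO Cg list, values that are not comparable across lists.

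No crol-KO Crol peak lay within 1000 bp of 1424 WT Crol peaks, which is 14% (13.4 to 14.7). The strongest of them was on 3L from 3536722 to 3537429, with a fold enrichment of 10.0, and ranked 60 in its list. It overlapped Cg peaks in both genotypes. The next was on 2R from 14416045 to 14416783, with a fold enrichment of 9.17, and overlapped a WT Cg peak and an S2 Crol peak but no crol-KO Cg peak. The following one was on 3L from 2835503 to 2836251, with a fold enrichment of 8.06, and overlapped Cg peaks in both genotypes. In the opposite direction 1281 crol-KO Crol peaks, 13% (12.3 to 13.6), had no WT Crol peak within 1000 bp. The 3 strongest were on 2R from 7021770 to 7022264 with a fold enrichment of 6.52, on 3L from 5145417 to 5146017 with 6.11, and on 3R from 2935313 to 2936160 with 5.52. They ranked 957, 1224 and 1758 in the crol-KO list.

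For Cg, 716 WT peaks, 8.01% (7.46 to 8.59), had no crol-KO Cg peak within 1000 bp, and 1057 crol-KO peaks, 11.4% (10.7 to 12), had no WT Cg peak within that distance. The strongest missing WT Cg peaks were on 2R from 4963314 to 4963782 with a fold enrichment of 7.0, on 3L from 15290378 to 15290987 with 6.11, and on 2R from 9291126 to 9291600 with 5.90. The first and the second of these overlapped a WT Crol peak and no crol-KO Crol peak, and the third overlapped neither but had an S2 Crol peak. The strongest crol-KO Cg peaks without a WT counterpart were on 2L from 12424512 to 12425300 with a fold enrichment of 8.0, on 3L from 20704479 to 20704991 with 6.95, and on X from 1417319 to 1417761 with 6.14. The first and the second of these overlapped Crol peaks in both genotypes, and the third overlapped a peak in no other list.

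The longest run of neighbouring WT Crol peaks without a crol-KO Crol peak within 1000 bp held 9 peaks on X, from 18150077 to 18186864, a span of 36788 bp. Their fold enrichments lay between 2.08 and 4.25. The crol-KO lists had 0 Crol peaks and 0 Cg peaks in this span, the WT Cg list had 1 peak, and the S2 Crol list had 4. Of these S2 peaks, only the one from 18186049 to 18186628 overlapped a peak of the run. When the missing peaks were shuffled along the genome 1000 times, the longest run had a median of 4 peaks and a maximum of 8.

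**Figure D3:**
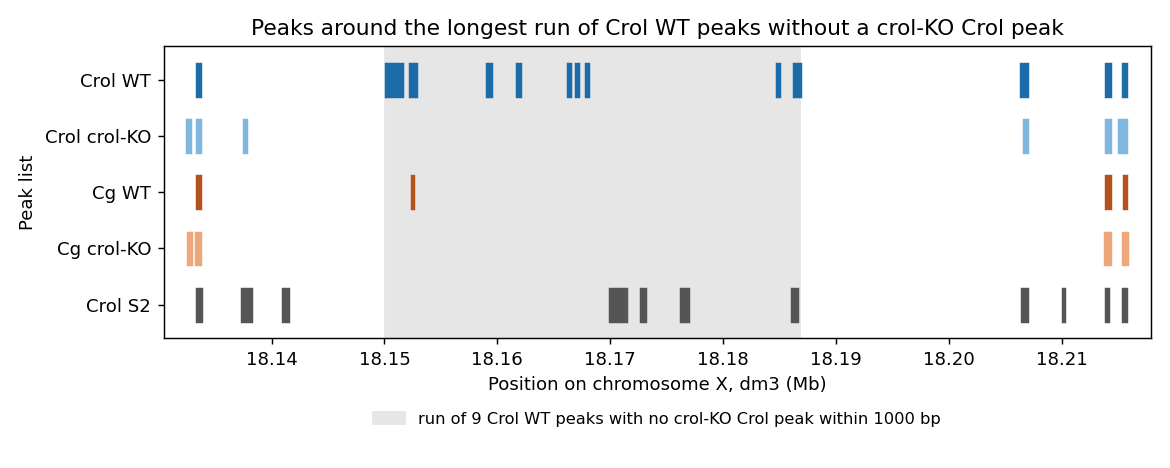
Peaks of the 5 lists (rows) along X around the longest run of WT Crol peaks without a crol-KO Crol peak within 1000 bp (horizontal axis, position in Mb on dm3; each box is 1 peak drawn to scale, and the run is shaded). The shaded span holds 9 WT Crol peaks, 1 WT Cg peak and 4 S2 Crol peaks, and 0 peaks of either crol-KO list.

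The second comparison asked how far Crol and Cg shared their sites. In WT, 7685 Crol peaks overlapped a Cg peak, which is 75.8% (75.0 to 76.6), against 9.02% after shifting. Of the WT Cg peaks, 87.1% (86.4 to 87.8) overlapped a Crol peak, against 10.2%. In crol-KO, 85.0% (84.2 to 85.7) of Crol peaks overlapped a Cg peak, against 9.87%, and 90.8% (90.2 to 91.4) of Cg peaks overlapped a Crol peak, against 10.5%. The share of Crol peaks with Cg was thus 9.17 percentage points higher in crol-KO than in WT, beyond the counting intervals, while the shifted share was 0.845 points higher. The WT share of Crol peaks with Cg moved most when only the strongest 30% of Crol peaks were counted, to 95.4%, again a setting chosen after the data were seen.

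WT Crol peaks that were also in crol-KO overlapped a WT Cg peak in 87.7% (87.0 to 88.4) of cases and a crol-KO Cg peak in 90.5% (89.9 to 91.2). The 1889 WT Crol peaks without a crol-KO overlap had a WT Cg peak in 23.7% (21.8 to 25.6) and a crol-KO Cg peak in 13.2% (11.7 to 14.8). The 1752 crol-KO Crol peaks without a WT overlap had a WT Cg peak in 39.2% (36.9 to 41.5) and a crol-KO Cg peak in 59.1% (56.7 to 61.4).

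The third comparison asked whether Cg was lost where Crol was lost. A set of 443 WT Cg peaks overlapped only WT Crol peaks that had no crol-KO overlap. Of these, 299 had no crol-KO Cg overlap, which is 67.5% (62.9 to 71.8). Sets of Cg peaks at retained Crol peaks, drawn to match the deciles of fold enrichment of both proteins, lost 13.1% on average (95% of 10000 sets between 10.4% and 15.8%). The difference was 54.4 percentage points, and the observed share lay above all 10000 sets, as a description of these lists. It moved most when an overlap of 50% of both peaks was required, to 37.2 points.

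The values in the lists imply that Crol and Cg of a genotype were called against the same control reads, which gives a difference above 0 without any change in binding. In 50 simulations of unchanged sites with a shared control, the difference averaged 1.56 points, between -3.02 and 11.9, against 0.491 points with separate controls. With the control reads halved it averaged 2.51 points, between -3.35 and 16.3, against 0.550 points. These unchanged sites lost 0.301% of Crol and 0.805% of Cg peaks, or 0.349% and 0.797% with the control reads halved, far fewer than the 5.69% and 8.38% observed at the same sites. With the strength in crol-KO lowered until about as many peaks were lost as observed, the difference averaged 4.63 points, between 0.283 and 9.51, against 2.24 points with separate controls. With the control reads halved as well it averaged 6.07 points, between 0.832 and 10.7, against 2.2 points. These simulations contain counting noise only.

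The opposite direction was examined in the same way. Of 1006 crol-KO Cg peaks at crol-KO Crol peaks that had no WT overlap, 3 had no matched peak and were dropped. Of the remaining 1003, 415 were absent from the WT Cg list, which is 41.4% (38.3 to 44.5). Matched sets at Crol peaks present in WT gave 15.4% (13.8% to 17.1%), a difference of 25.9 points.

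The fourth comparison set Crol in S2 cells beside Crol in WT brains and discs. Of the 9593 S2 peaks, 5584 overlapped a WT peak, which is 58.2% (57.2 to 59.2), against 11.6% after shifting. Of the WT peaks, 5921 overlapped an S2 peak, which is 58.4% (57.4 to 59.4), against 11.2%. The first share moved most when only the strongest 30% of S2 peaks were counted, to 82.2%, a setting chosen after the data were seen, and the second when an overlap of 50% of both peaks was required, to 42.2%. No WT Crol peak lay within 1000 bp of 3127 S2 peaks, 32.6% (31.7 to 33.5), and no S2 peak lay within 1000 bp of 3620 WT Crol peaks, 35.7% (34.8 to 36.6). The titles of these samples name S2 cells, while their tissue labels name discs and brains, and the title was followed.

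The strongest S2 peak spanned 4413571 to 4416290 on 3L, with a fold enrichment of 34.7, and overlapped a peak in no other list. The next S2 peaks without a WT Crol peak within 1000 bp were on 3L from 8665320 to 8666671 with a fold enrichment of 25.5, in no other list, and on 3L from 5895138 to 5895989 with 24.9, where both crol-KO lists had a peak. The strongest WT Crol peaks without an S2 peak within 1000 bp were on 2R from 2462009 to 2463115 with a fold enrichment of 11.3, and on 3L from 10731259 to 10734636 with 11.2, both present in all 4 lists from brains and discs. The next was the 3L peak starting at 3536722, described above as missing from the crol-KO Crol list.

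WT Crol peaks that were also found in S2 cells were retained in crol-KO in 92.4% (91.7 to 93.1) of 5921 cases. Sets of WT Crol peaks not found in S2 cells, matched on the decile of fold enrichment, were retained in 73.4% (72.5% to 74.2%). The difference was 19.0 points, above all 10000 sets, and it moved most without matching, to 26.5 points.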

Values the study reported

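The study reported that 81% of Crol peaks in wild-type brains and discs were bound by Cg, with Cg peaks described as taken from public data. It reported 1170 loci with significantly decreased Crol binding in crol-KO brains and discs, and a decrease of Cg at 72 of them.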

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

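The test in this part was chosen before its result was seen.

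Peaks on the heterochromatic sequences of dm3 lay outside the comparisons of the report. There were 39 such peaks for Crol in WT, 46 for Crol in crol-KO, 43 for Cg in WT, 47 for Cg in crol-KO and 46 for Crol in S2 cells, each above the 3 that a count of 0 allows. Of the 39 WT Crol peaks there, 27 overlapped a peak in all 4 other lists, which is 69.2% (95% interval 52.4 to 83.0), against 49.2% (48.3 to 50.2) of WT Crol peaks on the arms. Their median fold enrichment was 3.79, against 3.39 on the arms. If reads from repeats piled up in any library, a far higher shared fraction would be seen there than on the arms. The fraction was higher, but binding sites present in every tissue would give the same, and a list called on input DNA was not analysed here, so pile-up of repeat reads and shared binding cannot be told apart from these 39 peaks. A difference between genotypes was not tested for these few peaks.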

How the results depend on the processing

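The restriction to the strongest 30% of peaks was chosen only after the shares by decile of fold enrichment had been seen, as were all settings for the difference in Cg absence from crol-KO to WT. The other settings were fixed before the data were examined.

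No result reversed its direction in any setting. With peaks within 1000 bp counted as shared, 11 results left their 95% interval or, for the matched differences, the interval of the observed share. Crol WT peaks kept in crol-KO rose to 86.0%, crol-KO Crol peaks in WT to 87.0%, WT Cg peaks kept to 92.0%, crol-KO Cg peaks in WT to 88.6%, WT Crol peaks with Cg to 81.7%, WT Cg peaks with Crol to 90.2%, crol-KO Crol peaks with Cg to 88.7%, crol-KO Cg peaks with Crol to 93.1%, S2 peaks in WT to 67.4% and WT peaks in S2 to 64.3%. The difference in Crol retention at S2-shared peaks was 17.9 points.

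Requiring an overlap of 50% of both peaks moved 13 results, 12 of them down. The same 10 shares became, in that order, 72.5%, 74.4%, 82.3%, 79.1%, 68.9%, 78.1%, 79.9%, 84.9%, 44.6% and 42.2%. The difference in Cg loss at Crol-lost sites was 37.2 points that in Cg absence from crol-KO to WT 20.2 points and that in Crol retention at S2-shared peaks 22.9 points. The changes in the shares under these rules follow from their construction, since every overlap of 50% is an overlap of 1 bp and every such overlap lies within 1000 bp. For the differences the cause was not tested.

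With the 5000 strongest peaks of every list, the 10 shares became 73.9%, 73.2%, 81.7%, 80.6%, 69.9%, 70.4%, 81.1%, 81.1%, 54.9% and 57.2%, and the differences 39.5 points for Cg loss, 18.7 points for Cg absence from crol-KO to WT and 23.4 points for Crol retention. Here too the construction lowers the shares, because a strong peak can lack a partner that ranks below 5000, while for the differences the cause was not tested. With q-values of at most 1e-05 in every list, 7 results moved: crol-KO Crol peaks in WT to 81.1%, WT Cg peaks kept to 90.2%, WT Crol peaks with Cg to 74.5%, WT Cg peaks with Crol to 86.1%, S2 peaks in WT to 57.2%, WT peaks in S2 to 60.7%, and the difference in Crol retention to 21.2 points. The cause was not tested.

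Counting only the strongest 30% of the first list against all peaks of the second moved all 10 shares: 95.6% of WT Crol peaks kept, 99.1% of crol-KO Crol peaks in WT, 99.6% of WT Cg peaks kept, 99.4% of crol-KO Cg peaks in WT, 95.4% of WT Crol peaks with Cg, 98.7% of WT Cg peaks with Crol, 99.4% of crol-KO Crol peaks with Cg, 99.5% of crol-KO Cg peaks with Crol, 82.2% of S2 peaks in WT and 73.4% of WT peaks in S2, since the share rose with fold enrichment. Without matching, the difference in Cg loss was 62.7 points, that in Cg absence from crol-KO to WT 33.7 points and that in Crol retention 26.5 points, and matching on −log10 q gave 16.3 points for Crol retention, and the cause was not tested. Including all sequences moved none of the 18 results, and the numbers of peaks stayed within 1.5 times under the settings tried on them.

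The order of the genotype directions was less stable than the shares. WT Crol peaks were kept slightly less often than crol-KO Crol peaks were found in WT in the main setting, and slightly more often with 5000 peaks per list, at 73.9% against 73.2%. WT Cg peaks were kept more often than WT Crol peaks in all settings tried on both.

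No paired analysis was possible because the authors pooled the replicates of a group into 1 list before calling peaks, and for the same reason leaving out a replicate was not possible. Runs of G or C at Crol summits were not run, since they needed the genome of the authors' build. Weak peaks had a partner least often: in the lowest decile of fold enrichment, 59.8% of WT Crol peaks and 53.9% of crol-KO Crol peaks had a partner in the other genotype, and the absence of a weak peak from a list does not show absence of binding. How far depth sets these shares was not tested.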

Other observations

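The tests on the number of reads, on the strongest and weakest 30% of peaks and on the share of S2 peaks in the WT list were chosen only after the results they measure had been seen, and the readings of the tests on the weakest 30%, on Crol peaks without Cg, on the crol-KO to WT direction, on the background on X and chromosome 4 and on the WT background at lost sites were changed after their values were seen, and the background tests against peaks where Cg alone was lost and on crol-KO alone were added once the earlier background tests had been seen.

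The count of WT Crol peaks with no overlap in crol-KO was 1889. That is higher than the number of loci with decreased Crol binding quoted from the study above. The count of Cg peaks lost together with a Crol peak was 299. That is higher than the number for Cg quoted from the study above. These quoted values come from a test of read counts at each site over replicates, and the counts here from presence or absence in lists, which are different measures. The share of WT Crol peaks with a Cg peak was 75.8%, and 81.7% with peaks within 1000 bp counted as shared. The study's overlap tool counts peaks within a window, whose width its methods do not state. Its Cg peaks for this share were described as public data. The series also holds a first set of WT Crol libraries, not analysed here, and the study does not say which set gave the quoted share. The rule, the Crol list and the Cg data may therefore each contribute to the difference from the quoted share, and the cause was not tested.

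Most WT Crol peaks missing from the crol-KO list were weak, and for these the missing share was no larger than in the opposite direction. It was 35.1% of the weakest 30% of WT Crol peaks, against 41.1% of crol-KO Crol peaks. It was larger than the 27.5% (25.8 to 29.2) of weak WT Cg peaks, and smaller than the 38.5% of weak crol-KO Cg peaks. The loss of weak peaks was thus not peculiar to the WT to crol-KO direction. Chance crossing of the calling threshold would give this, but so would differences between the pooled libraries beyond counting noise. Simulated counting noise at unchanged sites bound by both proteins removed 0.301% of Crol peaks, against 5.69% observed, a simulation that starts from peaks already called and so holds few sites near the threshold. Missing WT Crol peaks of all strengths had a median −log10 q of 7.27, a value not taken for the weak ones alone. Among the weakest 30%, WT Crol peaks without a WT Cg peak were kept in 38.8%, against 88.0% of strength-matched peaks with one. Crossing set by strength alone would keep both equally often, so it is not the whole cause. Signal peculiar to the WT Crol libraries, from chance or not, would lack both partners. Chance and library differences therefore cannot be told apart for the weak peaks. A shallower crol-KO library would have needed fewer reads, but the crol-KO Crol list rested on 1.15 times as many as the WT list, which argues against it.

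The strong missing WT Crol peaks stood apart. Chance crossing of the threshold would take as large a share in the opposite direction and for Cg, but 4.44% of the strongest 30% were missing, against 0.877% of crol-KO Crol peaks in WT and 0.448% of WT Cg peaks in crol-KO. If they were all artefacts of the WT Crol libraries, they would be found in S2 cells no more often than shifted peaks. They were found there in 40 of 135 cases, 29.6% (22.1 to 38.1), against a mean of 11.9% and a maximum of 21.5% over 1000 shifts, which argues against artefacts as the whole cause. Shifts do not account for open chromatin, which attracts signal in many libraries. Retained WT Crol peaks of matched strength were found in S2 cells in 73.8% and had a Cg peak in 96.7%, against 53.3% of the missing ones, so peaks peculiar to the WT Crol libraries may still make up part of the set. A deletion in the crol-KO flies would place most of them in runs of neighbouring missing peaks. Of 101 strong peaks with no crol-KO peak within 1000 bp, 30 were in runs of 3 or more, 29.7%, against 5.15% (0.990% to 9.90%) in shuffles. They were spread over 26 runs, so a few deletions do not account for most of them, while the clumping itself was beyond chance. For the single run of 9 peaks on X a deletion remains open, since neither crol-KO list had a peak there. Signal peculiar to the WT Crol libraries remains open for this run too. Only its peaks starting at 18152158 and 18186203 overlapped another list, a WT Cg peak and an S2 Crol peak. The study found decreased Crol binding at the loci quoted above, in a test of read counts over replicates. The strong missing peaks were not compared with those loci here. From these lists alone, reduced Crol binding in crol-KO at the strong missing sites is a hypothesis that stays open. So do differences in strain between WT and crol-KO flies and between pooled libraries, which were not tested.

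The share of Crol peaks with a Cg peak was 9.17 points higher in crol-KO than in WT. Chance overlap with a longer or wider Cg list would raise the shifted share as much, but it rose by 0.845 points, which argues against it. Shifting does not test how many Cg peaks each list holds at real Crol sites, which stays open. Retained WT Crol peaks had Cg in 87.7% by the WT list and 90.5% by the crol-KO list. For Crol peaks found only in crol-KO it was 39.2% and 59.1%, and for those only in WT 23.7% and 13.2%. Loss of Crol peaks without Cg would give the rise if such peaks were kept less often at equal strength. WT Crol peaks without a WT Cg peak were kept in 41.2% of 2454 cases, against 90.5% of strength-matched peaks with one, a difference of -49.2 points and below all 10000 sets. This counts the same peaks as the report's comparison of Cg presence at retained and missing Crol peaks, so its outcome was largely fixed by it and it does not decide between explanations. Signal peculiar to the WT Crol libraries would be missing from the crol-KO list and from the Cg lists alike, and that remains open, as does a dependence of Crol on Cg for stable binding, which was not tested.

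Cg peaks were missing in crol-KO far more often where Crol was missing, by 54.4 points over matched sites. A genotype or library effect acting in both directions would give about as many points from crol-KO to WT, where the difference was 25.9 points. The difference from crol-KO to WT was below the one from WT to crol-KO, with no overlap of their counting intervals, in the main setting and in all 7 alternatives tried. It came to between 44.3% and 54.3% of it, the latter with an overlap of 50% of both peaks (20.2 against 37.2 points). The boundary for calling it much smaller had been set at 50%, and values fell on both sides of it. Such an effect therefore remains open for a large part of the 54.4 points.

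As Crol and Cg of a genotype appear to share a control, a local dip in the WT control could raise both WT peaks together. The WT background at jointly lost Cg peaks was 0.884 times that at matched peaks where both proteins were kept, below all 1000 random sets, as this explanation predicts. This was first read in its favour. At equal fold enrichment, however, a peak with a lower background has fewer reads and less significance and is lost more easily whatever the reason, so the comparison does not decide. Against matched peaks where Cg alone was lost, the WT background was 0.996 times as high, within the range of random sets. Those peaks were themselves chosen by the loss of Cg, which a dip would cause too, so this does not decide, and a dip in the WT control remains open. A high control in crol-KO was examined at other crol-KO Crol peaks within 5000 bp. The crol-KO over WT background there was 1.11 times that near matched retained sites, but this ratio has the low WT background in its denominator, so it does not decide either. The crol-KO background alone was 0.989 times that near matched sites, which argues against a raised crol-KO background in the neighbourhood, measured at 188 of the 299 sites. Deleted stretches would place most jointly lost Cg peaks at runs of 3 or more missing Crol peaks, where 53 of 299, 17.7% (13.6 to 22.5), were found, which argues against deletions as the main cause. The control at the lost sites themselves in crol-KO is not contained in the lists, so local differences of the control in either genotype cannot be told apart from a loss of binding. From these lists alone, dependence of Cg on Crol at part of these sites is therefore a hypothesis only. The study has other evidence that was not examined here. It reported decreased Cg at the loci quoted above, from read counts over replicates. It also reported that mutating a Crol site in a transgene affected Cg binding there.

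The tissue label of the S2 samples names discs and brains. Had the list been made from discs and brains, it would share as many peaks with the WT list as the crol-KO list does, but 58.2% of its peaks were in the WT list, against 82.3% of crol-KO Crol peaks. The median background at peaks on X relative to 2L, 2R, 3L and 3R was 0.660 in the S2 list, outside the range of 0.814 to 0.856 in the 4 lists from brains and discs. This background comes from the control, so it speaks for the source of the control and does not decide that of the Crol libraries. The pileup at the summit does come from the Crol libraries. At peaks shared with the WT Crol list, the S2 over WT pileup on X was 0.738 (bootstrap 95% interval 0.708 to 0.762) times that on 2L, 2R, 3L and 3R, and 0.742 (0.704 to 0.776) at the strongest 30% of WT peaks. For crol-KO over WT it was 1.04 (1.02 to 1.06) over all shared peaks. Crol reads from discs and brains called against an S2 control would have given a value near 1, so the pileup argues against that. The S2 over WT ratio of the control on X was 0.812, above both pileup intervals. The control ratio came from the median background over all peaks of each list, so it and the pileup ratio rest on different peaks. On 3L the pileup ratio over all shared peaks was 0.953 and the control ratio over all peaks 0.877, and on 3R 1.03 and 1.07. For these arms the pileup was set against the other arms among 2L, 2R, 3L and 3R, and the control against all of them. A background cannot fall below the genome-wide one, so the control ratio may understate a drop on X. Fewer copies of X in the S2 libraries or weaker Crol binding on X may both give the lower pileup, and these ratios do not decide between them. The study reported ChIP-seq of S2 cells with the CrolN antibody, and only these Crol samples of the series were grouped as S2 cells. That goes with the title as the right label.

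Peaks on chromosome 4 made up 0.855% (0.685 to 1.05) of Crol peaks in WT and 1.03% (0.838 to 1.25) in crol-KO, and 0.913% (0.727 to 1.1) of Cg peaks in WT and 1.08% (0.881 to 1.31) in crol-KO, so the increase was within counting error for each protein. The background on chromosome 4 relative to the other autosomes was 0.909 times the WT value in the crol-KO Crol list and 0.951 times in the crol-KO Cg list. It comes from the control, so it does not decide whether the crol-KO ChIP libraries had more reads there, and a lower control could itself raise the number of peaks called. A change in binding on chromosome 4 was not detectable at this depth.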
